A study of Arabidopsis thaliana with 12 samples.

How the data were processed

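Polyadenylated RNA of wild-type Arabidopsis thaliana, accession Columbia-0, was measured by RNA sequencing in whole rosettes and in roots. Per the labels' protocols, plants grew in vitro for 10 days on complete medium with 1.5% sucrose, 25 seedlings to a plate, under continuous light of 50 µmol per square metre per second. They were then moved to complete medium again (control) or to medium lacking iron with 100 µM ferrozine, a chelator of ferrous iron, and were harvested 72 h after the move. The sample titles place the 12 libraries in 4 groups of 3: control rosettes, Fe-deficient rosettes, control roots and Fe-deficient roots. Each column of the deposited tables was matched to a sample through its name, and every column of per-sample values was matched.

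The authors deposited a table per organ, with 33611 rows of locus identifiers in each. Of these, 4 rows are transgene features that do not exceed 0.02 RPKM in any library, and they were left out, which leaves 33607 genes. The unit is not written in the headers. The deposited values behave as RPKM (read density scaled to transcript length and library size): multiplied by reference transcript length in kilobases they sum to between 1128597 and 1131654 per rosette library and between 1125582 and 1127821 per root library. The name of the deposited tables mentions TMM, a scaling by 1 factor per library, but the deposited RPKM values show more than such a factor. Over the 1000 highest ranks, the length-multiplied values differ between libraries at the same rank by a median coefficient of variation of 0.563% in rosettes and 0.71% in roots, against 0.876% and 1.79% before the multiplication. RCA is listed at 2616.5 RPKM in all 6 rosette libraries and PYK10 at 2926.32 RPKM in all 6 root libraries. The values were therefore taken as RPKM whose distribution had been equalised across the 6 libraries of a table before division by length. Such equalisation can make highly expressed genes tie between replicates, which narrows their spread, and it removes any change common to most genes. The aligner, the read counting, whether counting used strand, the annotation and the genome build are not stated in the labels or headers.

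The same deposited tables hold the authors' comparison per gene, with a p-value that the file headers call a Z-test and a log2 fold change, which equals the log2 ratio of the group means of the deposited values. Whether the deposited p-value is adjusted for multiple tests is not stated.

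Sequencing depth is unknown, so no counting interval can be given. Read counts could not be recovered: among low values, only 29.4% of rosette and 22.5% of root ratios to a gene's lowest value lay within 0.1 of a whole number. The number of genes at 1 RPKM or more was 18879 to 18947 per rosette library and 19790 to 19843 per root library. The spread between 3 replicates is thus the measure of error used throughout.

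Because the 2 tables were normalised separately, tests were made only within a table. Genes with a mean of at least 1 RPKM over the 6 libraries of an organ were tested, 19006 in rosettes and 19932 in roots. Values were transformed to log2(RPKM + 0.5) and compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over the genes tested. The planned tests had foreseen this form for values that are not counts. A gene is called changed at an adjusted p under 0.05, and a second count requires at least a 2-fold change as well. Fold changes are on the log2(RPKM + 0.5) scale, which understates the change of genes with low values. Exact permutation of 3 against 3 libraries cannot give a p below 0.1, so no such test is reported for single genes.

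The organs were compared through the difference of the 2 within-table log2 fold changes, divided by the root of the summed squared moderated standard errors, with Satterthwaite degrees of freedom and Benjamini-Hochberg adjustment over the 17680 genes tested in both organs. The overlap of changed genes was tested with Fisher's exact test, two-sided. Pearson and Spearman correlations across genes are given as descriptions, since genes are not independent replicates.

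There were 6 gene lists. They hold 21 genes of root iron uptake and the regulon of the transcription factor FIT. Another 15 surround the bHLH Ib transcription factors, PYE and BTS, and 10 are of iron storage and iron excess. The photosystem and antenna list has 27 genes, all of photosystem I or the antennae except FED A, FD1 and PETC. The remaining lists hold 4 genes of superoxide dismutases and their copper chaperone, and 5 bHLH regulators. Those 5 are bHLH34, bHLH104, ILR3 and bHLH115 of subgroup IVc, and bHLH121, together called the bHLH IVc list. Lists with at least 5 tested members were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists of an organ. Beside it stand camera with the correlation estimated from the data and limma's fry.

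The genes named in the text follow a fixed rule. Per organ, these are the 5 largest rises and the 5 largest falls among changed genes whose groups do not overlap and whose higher group averages at least 5 RPKM. To these are added 23 core members of the lists, the 5 genes with the largest opposite changes in the organs and the 5 with the largest difference between organs. Other list members are named only as parts of a list result. The groups, tests, lists, naming rule and most alternatives were chosen before the data were examined.

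Gene names come from the TAIR10.1 assembly's annotation, in which 32835 of the 33611 row names were found (97.7%) and 776 were not. Since the build behind the tables is not stated, no coordinates are printed, and the reference served only for names, neighbouring and overlapping genes, transcript length and GC content. Stretches of 100 bases or more at 95% identity in another gene's transcript were sought with BLAST+ 2.17.0. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

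The tests were tested on simulated data made from the real gene means with 200 genes changed. In rosettes, limma recovered 97% of 4-fold and 86% of 2-fold changes over 18792 genes tested, and 4.688% of its 192 calls were false. In roots, 100% and 93% were recovered over 19732 genes, and 3.015% of 199 calls were false. The test of the difference between organs recovered 91.58% of 380 changed genes over 17470 genes, and 8.661% of its 381 calls were false, above the nominal 5%. Recovery was not split by expression level. These shares therefore do not show how often changes would be found among genes near the filter of 1 RPKM.

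The alternatives tried were pseudocounts of 0.1 and 1, no filter, a filter at a mean of 5 RPKM, rescaling to a common median, quantile normalisation, eBayes without the trend and with its robust option, array weights, a block for replicate number, one fit of all 12 libraries, and leaving out each library in turn. Removal of each library's trend on GC content and length was added after the data were seen, as were some of the runs of these alternatives on the list tests and on the comparison of the organs.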

Results

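The data comprise 12 RNA-seq libraries of Arabidopsis Columbia-0, 3 each from control rosettes, Fe-deficient rosettes, control roots and Fe-deficient roots. The design compares plants kept on complete medium with plants held for 72 h on medium lacking iron, separately in leaves and in roots. Expression is given as deposited RPKM, and the read depth of the libraries is unknown. Replicates correlated between 0.9771 and 0.988 within rosette groups and between 0.9791 and 0.9862 within root groups, across tested genes on the log2 scale. Between control and Fe-deficient libraries, the correlations were lower, from 0.9595 to 0.9734 in rosettes and from 0.9618 to 0.969 in roots. Any 2 libraries of an organ shared identical values in 0.988% to 1.44% of tested genes, and no library appeared to be deposited more than once.

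Which transcripts respond to iron deficiency in rosettes was addressed first. Of 19006 genes tested, 372 were changed at an adjusted p under 0.05 (limma), 129 of them higher and 243 lower in Fe-deficient plants. A change of at least 2-fold was found for 146 of them, with 72 higher and 74 lower, and of at least 4-fold for 49 higher and 22 lower. At an unadjusted p under 0.05, there were 3077 genes. The control and Fe-deficient libraries did not overlap for 4071 tested genes, or 21.42%, where chance gives 10%. The count of 372 rested on all 6 libraries: it fell to 167 when control replicate 1 was left out, the largest move of any alternative, and to between 173 and 201 without each other library except Fe-deficient replicate 1, without which it was 330. The count at 2-fold was steadier, at 119 to 142 over the same fits.

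The largest rises in rosettes were those of the transcription factor BHLH100 (AT2G41240), from 0.14 ± 0.0693 to 368 ± 31.6 RPKM (SD, n = 3), and bHLH38 (AT3G56970), from 0.30 ± 0.223 to 279 ± 38.9 RPKM. Their log2 fold changes were 9.17 (SE 0.105, adjusted p 1.84e-06) and 8.48 (SE 0.231, adjusted p 2.1e-05). The defensin-like gene AT1G13609 rose from 3 ± 1.5 to 706 ± 105 RPKM, by 7.74 on the log2 scale. bHLH39 (AT3G56980) rose by 7.72, from 0.243 ± 0.0635 to 156 ± 17.6 RPKM, and AT1G47402, which the reference does not name, by 7.01, from 0.92 ± 0.40 to 179 ± 19.3 RPKM. The largest fall was that of NEET (AT5G51720), which encodes an iron-sulfur protein, from 171 ± 10.8 to 3.87 ± 0.855 RPKM, a log2 fold change of -5.31 (SE 0.146, adjusted p 2.1e-05). The ferritin genes FER1 (AT5G01600) and FER4 (AT2G40300) changed by -4.76 and -3.93, FER1 from 233 ± 52.1 to 7.97 ± 0.794 RPKM and FER4 from 78.2 ± 8.32 to 4.70 ± 0.963 RPKM. FSD1 (AT4G25100), the iron superoxide dismutase, fell from 268 ± 39.4 to 13.8 ± 2.34 RPKM, a log2 fold change of -4.23. The pyruvate kinase family gene AT3G49160 changed by -4.16, from 11.7 ± 0.964 to 0.203 ± 0.215 RPKM. The transcripts of bHLH38, FER4 and AT3G49160 each share a near-identical stretch with an overlapping neighbour that did not change the same way.

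In roots, 1170 of 19932 genes tested were changed, 701 higher and 469 lower. The share of higher genes, 59.91%, ranged from 50.98% in one fit of all 12 libraries to 75.14% without control replicate 2. At least 2-fold changes were found for 280 genes, and these were mostly higher, 222 against 58 lower. At least 4-fold changes numbered 82 higher and 5 lower. There were 4253 genes at an unadjusted p under 0.05, and the groups did not overlap for 5203 genes, or 26.1%, where chance gives 10%. Leaving out control replicate 2 moved the count of 1170 most, to 523. It was 971 without control replicate 1, 708 without control replicate 3, and 612, 563 and 724 without Fe-deficient replicates 1, 2 and 3. The count at 2-fold ranged from 243 to 289 in these fits.

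The largest rise in roots was that of AT3G12900, a 2-oxoglutarate and Fe(II)-dependent oxygenase gene, from 0.437 ± 0.085 to 208 ± 43.5 RPKM, a log2 fold change of 7.78 (SE 0.164, adjusted p 1.32e-06). CYP82C4 (AT4G31940) rose from 5.22 ± 0.55 to 907 ± 18 RPKM, by 7.31 (SE 0.0773, adjusted p 1.27e-07). MYB72 (AT1G56160) rose by 7.01 from 0.16 ± 0.0964 to 85.1 ± 15.3 RPKM, BHLH100 by 6.90 from 0.46 ± 0.0346 to 114 ± 8.07 RPKM, and the lectin gene AT1G52120 by 6.48 from 1.03 ± 0.315 to 134 ± 19.4 RPKM. MYB72 shares a near-identical stretch with an overlapping neighbour. The iron transporter IRT1 (AT4G19690) rose from 17.3 ± 1.76 to 872 ± 31.6 RPKM and the ferric reductase FRO2 (AT1G01580) from 14.1 ± 1.81 to 771 ± 18.1 RPKM, by 5.62 and 5.73. FRU (AT2G28160), the factor usually called FIT, rose from 34.9 ± 2.76 to 146 ± 7.78 RPKM, by 2.05. In these highly expressed genes some replicates tie exactly, such as IRT1 at 890.27 RPKM in Fe-deficient replicates 2 and 3, so their spread is narrowed by the equalised distributions. The largest fall was that of AT1G52820, another oxygenase gene, from 21.3 ± 3.09 to 1.64 ± 0.352 RPKM, a log2 fold change of -3.35 (SE 0.163, adjusted p 5.99e-05). ZIP2 (AT5G59520) changed by -2.31, FER1 by -2.23 and FSD1 by -2.05. AT1G76800, a vacuolar iron transporter family gene, changed by -2.16 in roots and -2.23 in rosettes, at adjusted p of 0.00995 and 0.00801. Its adjusted p rose to 0.0515 without root control replicate 2 and to 0.0529 without rosette control replicate 2.

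**Figure D1:**
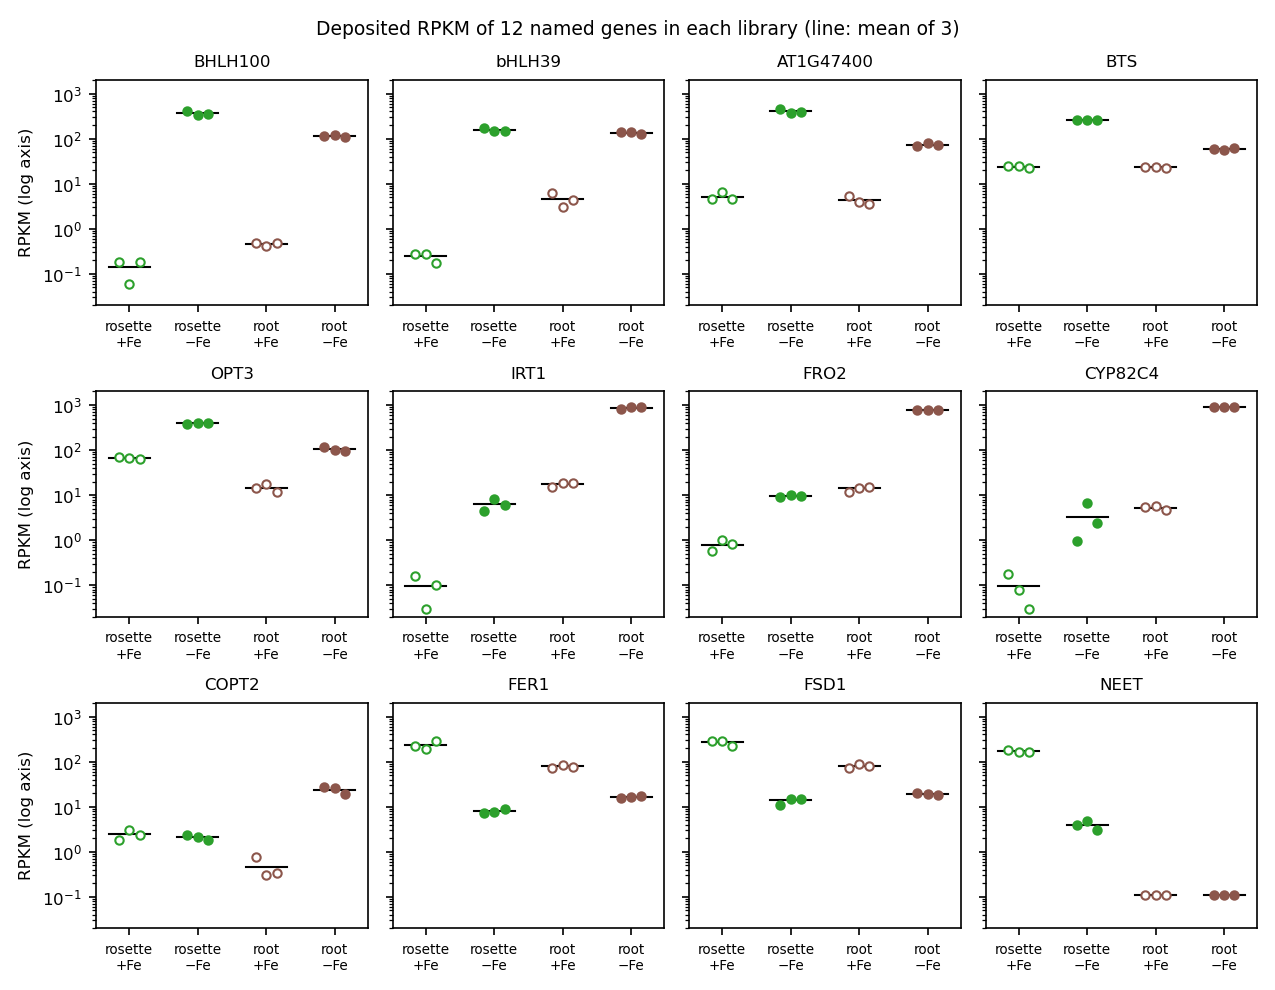
Deposited RPKM (log axis) of 12 named genes in each of the 12 libraries; open points are control, filled points Fe-deficient, green rosettes, brown roots, and the line is the mean of 3. BHLH100 averaged 0.14 RPKM in control and 368 RPKM in Fe-deficient rosettes, while NEET was listed at 0.11 RPKM in every root library; levels are not comparable between organs, whose tables were normalised separately.

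The gene lists were examined next. All 15 members of the list around the bHLH Ib factors, PYE and BTS were higher in both organs, with median log2 fold changes of 4.40 in rosettes (camera adjusted p 2.23e-47) and 3.18 in roots (9.27e-37). The count was also 15 in each organ when adjusted over the list alone. Among its core members, BTS (AT3G18290) rose from 23.8 ± 1.05 to 258 ± 4.36 RPKM in rosettes and from 23.4 ± 0.693 to 59.1 ± 1.95 RPKM in roots. The oligopeptide transporter OPT3 (AT4G16370) rose from 67.2 ± 2.67 to 395 ± 9.17 RPKM and from 14.8 ± 2.98 to 103 ± 10.7 RPKM. The other core members were changed too: log2 fold changes in rosettes and roots were 6.83 and 3.86 for BHLH101 (AT5G04150), 2.73 and 1.07 for PYE (AT3G47640), 2.50 and 2.89 for FRO3 (AT1G23020), and 2.61 and 2.38 for NAS4 (AT1G56430). They were 6.20 and 3.98 for AT1G47400, 6.25 and 3.83 for AT1G47395, and 4.56 and 3.33 for AT2G30766. AT2G30766 overlaps AT2G30760 and CYP71A13 (AT2G30770), which also rose in rosettes, by 5.02 and 2.14 (adjusted p 0.0085 and 0.0472), and it shares a near-identical stretch with CYP71A13. AT2G30760 rose in roots as well, by 3.32. Of the iron storage and excess list, all 9 members tested in rosettes and all 8 tested in roots were lower, with medians of -2.85 (1.28e-21) and -1.86 (3.82e-14), and as many when adjusted over the list alone. FER3 (AT3G56090), a core member, changed by -1.73 and -0.93.

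The root uptake list separated the organs. In roots all 21 members were higher, with a median of 3.84 (camera adjusted p 1.27e-47), and all 21 when adjusted over the list alone. In rosettes 14 members were tested, with a median of 0.44 (1.28e-07), and 4 of them were higher, 5 when adjusted over the list alone. The 4 were IRT1, FRO2, MYB10 (AT3G12820) and AT1G74770. IRT1 reached 6.30 ± 1.93 RPKM in Fe-deficient rosettes, which is 0.722% of its level in Fe-deficient roots, and FRO2 reached 9.59 ± 0.665 RPKM or 1.24%, across separately normalised tables. The markers of root tissue, most of them near the floor in rosettes, stood at a median of 1.4% by the same measure. The photosystem and antenna list had a median of -0.216 in rosettes, with 4 of 27 genes lower, and of -0.459 in roots, with 9 of 26 lower. Those lower in rosettes were the ferredoxin gene FED A and the photosystem I genes PSAF, PSAD-2 and PSAN. Adjusted over the list alone, the counts were 9 and 18. Camera gave adjusted p of 2.42e-08 and 8.52e-11. Of the 5 genes of the bHLH IVc list, none was changed in rosettes, where the lowest adjusted p was 0.422. In roots 2 were higher, ILR3 and bHLH115. This list reaches the 5 members that a list test needs only with bHLH121, which is not of subgroup IVc. The list's median was 0.0234 in rosettes (0.591) and 0.116 in roots (0.0634), and adjusted over the list alone the counts were 0 and 2. The list of superoxide dismutases and their chaperone has 4 members, too few for a list test, with medians of 0.421 and 0.291 and, adjusted over the list alone, 4 changed in each organ. In it FSD1 was lower in both organs. The chaperone gene CCS (AT1G12520) was higher in both, by 0.53 (adjusted p 0.00814) in rosettes and 0.38 (0.0291) in roots. CSD1 (AT1G08830) had log2 fold changes of 0.43 (adjusted p 0.105) in rosettes and 0.49 (0.0223) in roots, where the call was lost without control replicate 2 (0.0747) and without Fe-deficient replicate 1, 2 or 3 (0.0908, 0.0898 and 0.0641). CSD2 (AT2G28190), at 0.41 and 0.20, was not called in either (0.0694 and 0.0900). The rosette change of CSD2 was called in 6 of 18 alternatives, with the lowest adjusted p, 0.00816, in one fit of all 12 libraries, and its root change once the GC and length trend was removed (0.0172). That of CSD1 in rosettes was called with array weights (0.0486) and in the fit of all 12 libraries (0.0413).

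The preset correlation of camera moved these list results most. With the correlation estimated from the data, the rosette uptake list had an adjusted p of 0.0507, and the photosystem list 0.22 in rosettes and 0.0791 in roots, so that 2 lists in rosettes and 3 in roots passed. Under fry, the same 4 lists passed in rosettes, and in roots all 5, the bHLH IVc list among them (0.00843). That list also passed camera at the preset without a filter (0.0271) and without root Fe-deficient replicate 1 (0.0363). In splits of the libraries other than control against Fe-deficient, camera with the preset correlation passed 55 of 90 list tests (61.1%). Such splits mix the groups and still hold part of the real effect, so these passes are not a rate of false calls alone. The bHLH Ib list passed 9 of 9 in each organ, the photosystem list 5 in rosettes and 6 in roots, and the bHLH IVc list 0 and 1. The largest median of such a split was 1.53 for the bHLH Ib list in rosettes, but 0.424 for the uptake list and 0.211 for the photosystem list there, nearly the 0.441 and 0.216 of the real groups.

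**Figure D2:**
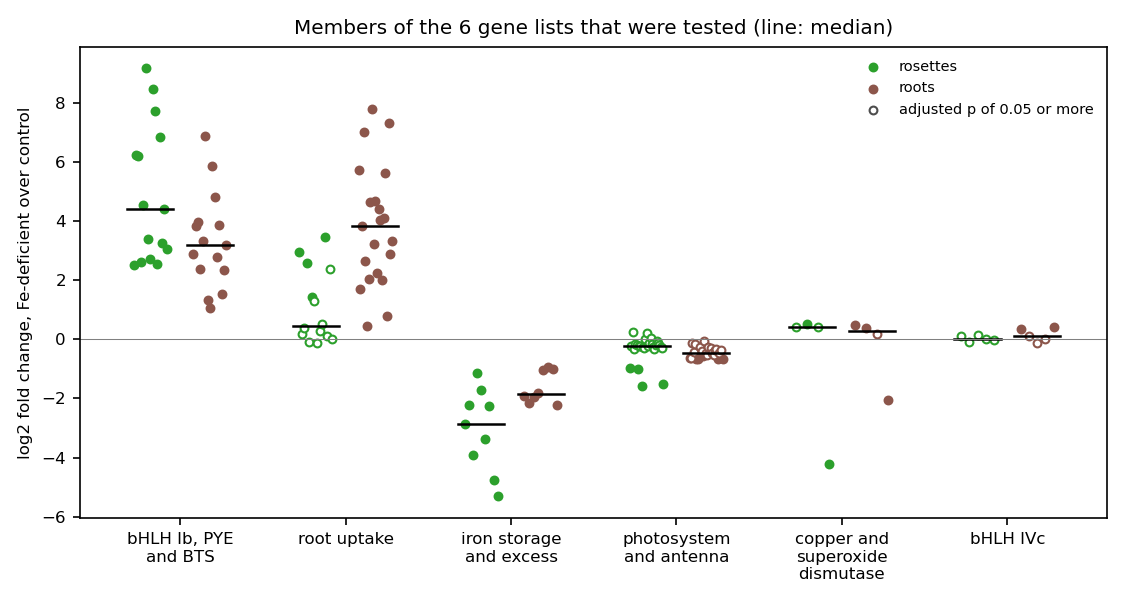
Log2 fold change (Fe-deficient over control) of the tested members of the 6 gene lists in rosettes (green) and roots (brown); filled points have an adjusted p under 0.05, open points do not, and the line is the median. The uptake list has a median of 3.84 in roots and 0.441 in rosettes, while the bHLH Ib list lies above 0 for all 15 members in both.

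Whether the organs respond alike was addressed over the 17680 genes tested in both. Changed in both were 116 genes, where 17.9 would overlap by chance (Fisher's exact test, odds ratio 10.6, p 1.68e-63). Of these, 49 were higher in both, 59 lower in both and 8 opposite. Without a filter on low values the count was 66, the largest move of any alternative. Across genes, the log2 fold changes of the organs had a Pearson correlation of 0.433 and a Spearman correlation of 0.169, and both were 0.914 within the 116 genes, which were selected for change. The response differed between organs at an adjusted p under 0.05 for 616 genes, 246 with the more positive response in rosettes and 370 with the more negative one. At an unadjusted p under 0.05 there were 2900. Of the 616, 68 were changed in both organs, 85 in rosettes only, 317 in roots only and 146 in neither. Without root control replicate 2, the fewest genes were found, 441.

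Among genes changed in opposite directions, AT4G25030 went from 68.7 ± 6.66 to 21.3 ± 4.92 RPKM in rosettes and from 97.4 ± 2.46 to 160 ± 10.1 RPKM in roots. The microRNA precursor MIR171c (AT1G62035) changed by -1.31 in rosettes and 1.10 in roots, the aminotransferase family gene AT1G80360 by -0.82 and 0.91, and the zinc finger gene AT3G54880 by -0.39 and 1.09. ENODL2 (AT4G27520) changed by 0.38 and -0.47. MIR171c was listed at 0.41 RPKM in all 3 Fe-deficient rosette libraries, and AT3G54880 shares a near-identical stretch with an overlapping gene. All 5 differences between organs passed at adjusted p between 1.32e-06 and 0.000442, but several of the single calls were lost when 1 library was left out. Without rosette control replicate 1, the rosette adjusted p was 0.0541 for AT1G80360, 0.056 for AT4G25030, 0.0922 for AT3G54880, 0.108 for ENODL2 and 0.113 for MIR171c. ENODL2 in rosettes lost its call without any of the 6 libraries, MIR171c without any but control replicate 3, and AT3G54880 without each control library or Fe-deficient replicate 2. In roots, ENODL2 lost its call without control replicates 2 and 3 (0.0958 and 0.0693) and Fe-deficient replicates 2 and 3 (0.0724 and 0.0684).

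The largest differences between organs were those of CYP71B5 (AT3G53280), GSTL1 (AT5G02780), AT3G02480, CYP82C4 and COPT2 (AT3G46900). CYP71B5 stayed at 14.9 ± 1.83 and 13.5 ± 0.506 RPKM in rosettes but rose from 0.297 ± 0.172 to 23.8 ± 3.11 RPKM in roots, a difference of -5.08 (SE 0.213, adjusted p 4.07e-07). GSTL1 rose in roots by 5.77 and was not called in rosettes (0.72, adjusted p 0.521), a difference of -5.05. AT3G02480, a late embryogenesis abundant family gene, rose from 0.473 ± 0.46 to 32.2 ± 3.28 RPKM in rosettes and stood at 2.37 ± 0.341 and 2.94 ± 1.39 RPKM in roots, a difference of 4.98. The copper transporter gene COPT2 rose in roots from 0.467 ± 0.263 to 24.0 ± 4.25 RPKM and was at 2.42 ± 0.586 and 2.14 ± 0.262 RPKM in rosettes, a difference of -4.81. CYP82C4 had a rosette change of 2.39 that was not called (0.113), though it was in one fit of all 12 libraries (0.0109) and without Fe-deficient replicate 1 (0.0395). Its difference of -4.92 (adjusted p 0.00609) rose to an adjusted p of 0.0546 at a pseudocount of 0.1 and 0.0502 without a filter. At the same pseudocount the difference of IRT1 went from -2.14 (0.00257) to -0.61 (0.467) and that of AT1G13609 from 1.91 (0.0418) to 1.64 (0.178). The difference of AT1G13609 also lost its call when any of 10 of the 12 libraries was left out, such as rosette control replicate 1 (0.0906) or root Fe-deficient replicate 2 (0.134), and kept it only without rosette control replicate 2 or root control replicate 1.

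**Figure D3:**
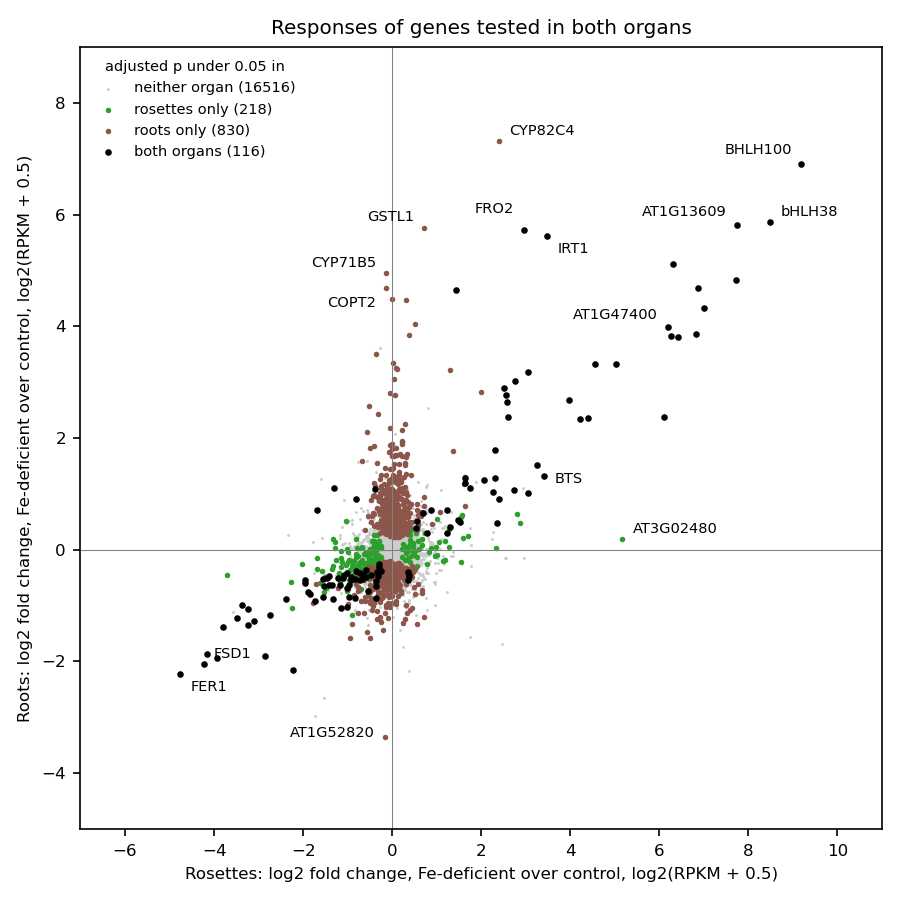
Log2 fold change (Fe-deficient over control, log2(RPKM + 0.5)) in rosettes on the horizontal axis against roots on the vertical axis, a point per gene tested in both organs. Colour marks an adjusted p under 0.05 in neither organ, rosettes only, roots only or both; 108 of the 116 genes changed in both lie in the quadrants of equal sign.

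The authors' deposited table gives 132 rosette genes with the authors' p under 0.05 and at least a 2-fold change that pass its own filter, 67 higher and 65 lower, and 203 root genes, 163 higher and 40 lower. With the 146 and 280 genes from limma, the authors' deposited table shares 110 and 188, all with the same sign. The 22 rosette and 15 root genes found only in the authors' deposited table had median levels of 11.5 and 25.2 RPKM. Those found only by limma, 36 and 92, had medians of 3.26 and 3.77 RPKM. Of these, 15 and 34 do not pass the filter of the authors' deposited table, and the other 21 and 58 have a p of 0.05 or more in the authors' deposited table.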

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

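The tests of the pseudocount on 3 genes, of the 2 signs at one level, of IRT1 and FRO2, of AT1G74770, of MYB10, of shoot tissue in roots and of camera's correlation were chosen only after the result was seen. The condition for root tissue as the source of the whole uptake list was written beforehand, was withdrawn for a time once its outcome was known, and is given here as first written.

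A test of the difference between organs singled out 29 named genes, whose log2 fold change in rosettes less that in roots passed an adjusted p under 0.05. The response was more positive in rosettes for BHLH100 (2.27), bHLH38 (2.62), AT1G13609 (1.91), bHLH39 (2.89), BHLH101 (2.98), PYE (1.66), BTS (2.09), AT1G47400 (2.22), AT1G47395 (2.42), AT2G30766 (1.23), AT1G52820 (3.19), ENODL2 (0.85) and AT3G02480 (4.98). It was more negative there for FER1 (-2.54), FER3 (-0.80), FER4 (-1.99), FSD1 (-2.19), AT3G49160 (-2.29), IRT1 (-2.14), FRO2 (-2.77), FRO3 (-0.39), COPT2 (-4.81), CYP82C4 (-4.92), CYP71B5 (-5.08), GSTL1 (-5.05), MIR171c (-2.41), AT1G80360 (-1.74), AT4G25030 (-2.40) and AT3G54880 (-1.48). Not called were NAS4 (0.23), OPT3 (-0.23), CSD2 (0.21), AT1G76800 (-0.08), CSD1 (-0.06) and AT1G47402 (2.69, adjusted p 0.121). The difference of AT1G47402 was called with the filter at a mean of 5 RPKM (0.0491) and without root control replicate 3 (8.56e-05).

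Whether the labels of the libraries matter was tested over splits. Of 100 drawn pairs of splits of the 2 organs, 1 gave as many as 616 genes whose response differs, the real one. In the 79 drawn pairs with the real split in neither organ, at most 87 genes were found. The next highest count of all was 463, in a pair that holds the real split of at least 1 organ. Mixed splits hold the real effect in their residuals, which lowers their counts, so this comparison is weak evidence against a chance arrangement. The simulated data gave 8.661% false calls for this test, so some of the 616 genes are expected to be false.

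The authors' normalization was weighed through the genes of similar level, which an adjustment by rank moves together. The largest medians over 200 such genes in rosettes and roots were 0.0947 and 0.145 and sum to 0.24. The planned reading took a value under the smallest named difference, 0.386, to count against the normalization, but equalised distributions keep these medians near 0 by themselves, so the value decides nothing. In 10 groups of differing genes of similar level in both organs, 528 genes in all, the rarer sign made up at least 14.7% of the genes. This argues against a shift of genes of one level alike as the whole source of the differences. A change common to most genes of an organ would have been removed and is not visible, so where a difference of 0 lies is not known.

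The pseudocount was weighed by repeating the test. At pseudocounts of 0.1 and 1 together, 95.5% of the 616 genes kept their sign and call, as did 26 of the 29 named genes, which argues against the pseudocount acting on low control values for the set. It does not for CYP82C4, IRT1 and AT1G13609: all 3 differences lost their call at 0.1, with adjusted p of 0.0546, 0.467 and 0.178. These 3 genes were picked for that loss, so the loss alone does not show its source. The difference of IRT1 went from -2.14 to -0.61 and may come mostly from the pseudocount, whose weight is largest at low values. Those of CYP82C4 and AT1G13609 went from -4.92 to -3.62 and from 1.91 to 1.64. Both also lost their call without a filter, at unchanged size (0.0502 and 0.19), so for them the pseudocount may account for a part only. The control means were 0.0967 RPKM for both CYP82C4 and IRT1 in rosettes and 1.24 RPKM for AT1G13609 in roots.

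Of 40 named genes in the reference, 6 share a near-identical stretch with another transcript: bHLH38, AT3G49160, FER4, MYB72, AT2G30766 and AT3G54880. In each, the other transcript is that of an overlapping neighbour. Of the 40, 1 overlaps a gene changed the same way, AT2G30766. The rest argue against reads shared between near-identical copies or overlapping genes as a general source of the named changes, and for AT2G30766 this stays open. AT1G47402 is not in the reference, so it was not examined.

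The rise of 4 uptake transcripts in rosettes was weighed against root tissue in the rosette samples. Root markers stood at a median of 1.4% of their root level in Fe-deficient rosettes, between 0.638% and 4.11%, and the 4 uptake transcripts at a median of 1.66%. Only 3 of the 20 markers averaged at least 1 RPKM in rosettes, so most of their shares rest on values near the floor and may be too high. The condition set beforehand asked for a markers' median at least as high to count for root tissue and for one under 0.5 of it to count against. The value falls between, so the list as a whole cannot be told apart from root tissue. Taken by gene, IRT1 (0.722%) and FRO2 (1.24%) stand no higher than the markers' 1.4%. By the markers alone, their rise may come from traces of root tissue that carry the root response. Other root uptake transcripts go the other way: CYP82C4 stands at 0.366%, AT3G12900 at 0.399% and AT3G13610 at 0.621%, and evenly mixed root tissue brings no larger share of any transcript than the lowest of these. Of the 17 other uptake transcripts, 5 stand under the share of IRT1 and 9 under that of FRO2, 4 of them under 0.5 of it. FRO2 was also level over the Fe-deficient libraries (8.94, 10.27 and 9.57 RPKM), where the markers' share went from 0.905% to 1.79%. IRT1, at 4.47, 8.31 and 6.12 RPKM, followed the order of the markers' share (0.905%, 1.79% and 1.41%), which goes with root tissue. So did CYP82C4, at 0.95, 6.57 and 2.43 RPKM. FRO2 had the same order over its narrower range, so the order does not separate it from IRT1. An order of 3 libraries can also arise by chance. The markers' higher median does not raise the limit set by the lower uptake transcripts. For FRO2, with 9 of 17 under its share, these argue against evenly mixed root tissue as its whole source. For IRT1 root tissue cannot be told apart from expression in rosettes. Only 5 of the 17 stand under its share, 0 of them under 0.5 of it, and its values vary with the markers' share. For AT1G74770 (2.08%) the abundant transcripts do not decide, since only 2 of the 100 most abundant root transcripts stand under 0.5 of its share. But 15 of the 20 markers stand under its share, and so do CYP82C4, AT3G12900 and AT3G13610. Markers and uptake transcripts thus both argue against evenly mixed root tissue as its whole source. MYB10 stands at 9.19%, and 8 of the 100 stand under 0.5 of that, which argues against root tissue as its source. The limit of 5 transcripts used in these last 2 tests was set after the values were seen. All shares cross tables that were normalised separately.

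The other 26 named differences kept their call at both pseudocounts, AT3G02480, CYP71B5, GSTL1 and COPT2 with the largest among them. They run from 4.98 to -5.08, and NAS4 and OPT3 lie at 0.23 and -0.23, so a shift common to the genes of an organ cannot be their source, though it would move them all alike. All 29 also kept their call when libraries were rescaled to one median or quantile normalised. The distributions were already equalised within an organ, so these settings change little and do not test the authors' normalization. A difference between the organs' iron-deficiency responses stays open as a hypothesis, with their size known only up to such a shift. Different harvest conditions of the organs, or a different degree of iron deficiency reached after 72 h, were not tested.

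The real split alone reached the counts of changed genes among the 10 splits of each organ's libraries: 1 of 10 for the 372 rosette genes and 1 of 10 at 2-fold, and 1 of 10 and 1 of 10 for the 1170 root genes and the 2-fold ones. With 10 splits the share cannot fall under 0.1, so a chance arrangement of the libraries cannot be excluded by this count alone. The next highest counts were 1 in rosettes and 2 in roots. For the gene lists, 2 of 10 splits in rosettes and 6 of 10 in roots passed as many camera tests as the real one; mixed splits hold part of the real effect, so this count says little. Of the 100 pairs of splits, 1 gave as many as 116 genes changed in both organs, the real one. As no mixed split called more than 2 genes in an organ, another outcome was not possible, and this count decides nothing. For the correlation, which does not depend on the residuals, 1 of 100 pairs reached 0.433, again the real one, with 0.314 next, which argues against a chance arrangement.

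Camera with its preset correlation passed 55 of 90 list tests in the other splits, while 0 passed with the correlation estimated and 0 under fry. Lists with large changes passed most, 9 of 9 for the bHLH Ib list in each organ, but the photosystem list, with small ones, passed 5 and 6 of 9, more than the 3 of the rosette uptake list. The real effect left in mixed splits therefore does not account for the passes by size of change alone. This leaves open the preset correlation of camera being too low for these lists. The value of 0 does not decide it, because the residuals of a mixed split hold the real effect, which raises the estimated correlation. The list counts at the preset are therefore read beside the estimated ones.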

How the results depend on the processing

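Removal of the trend on GC content and length, most runs of the correlation and of the list tests, and the runs of both comparisons of the organs (genes whose response differs, singly or counted, and genes changed in both) without a filter, with quantile normalization, with the eBayes settings and with array weights were tests chosen only after the data were seen; the others were chosen before the data were examined. The planned count tests with edgeR and DESeq2 were not run, because whole reads could not be recovered from the RPKM values.

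The rosette count of 372 changed genes went to 559 with array weights, 562 with all 12 libraries in one fit and 188 with the replicate block. Leaving out 1 library gave 167 to 330 genes, fewer libraries being the alternative's own construction. The other settings gave 285 to 494. The root count of 1170 went to 692 without a filter, where 33606 genes were tested, and to 523 to 971 when 1 library was left out. The other settings gave 880 to 1640. For array weights and the fit of all 12 libraries the cause was not tested. Counts at 2-fold stayed within 1.5 times the reported ones throughout, at up to 172 in rosettes and at 206 to 306 in roots, and the share of higher genes among the root ones at 76.47% to 82.48%. Among all changed genes this share moved more, from 30.3% to 43.11% in rosettes and from 50.98% to 75.14% in roots.

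Replicate numbers do not pair the libraries: residuals of control and Fe-deficient libraries of the same number correlated at 0.088, -0.16 and 0.25 in rosettes and -0.0033, 0.0062 and 0.1 in roots. The replicate block is therefore only a check, in which 6 named calls were lost.

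The genes whose response differs, 616, stayed within 441 to 787. The 116 genes changed in both organs became 66 without a filter and were 80 to 150 otherwise. The correlation of 0.433 across the 17680 genes tested in both organs went to 0.326 without a filter, 0.516 with a mean of at least 5 RPKM, 0.423 with array weights and 0.409 with the GC and length trend removed, and lay from 0.403 to 0.432 when 1 library was left out. The filter changes which genes enter, and for the others the cause was not tested. Of the gene list tests, 4 passed in rosettes, and 2 with the estimated correlation. In roots 3 to 5 passed.

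Among 2377 single values under the alternatives, 2279 kept direction and side of the threshold, 69 became weaker, 16 stronger and 13 reversed. All 13 belong to results that were not called, before or after. The difference of AT1G76800 went from -0.08 to 0.06462 at a pseudocount of 0.1, and to between -0.3539 and 0.2284 when 1 library was left out. That of CSD1 went from -0.06 to 0.004091 with array weights, and lay between -0.1414 and 0.03371 in those fits. The rosette change of COPT2 lay between -0.2772 and 0.01327, that of AT1G52820 between -0.3518 and 0.02154, the root change of AT3G02480 between -0.1114 and 0.4791, and the rosette median of the bHLH IVc list between -0.00247 and 0.0424. The cause was not tested for the pseudocount and array weights.

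The named calls lost in the most settings were those of ENODL2 in rosettes (9 settings, among them every fit that left out 1 library, 0.0522 to 0.115) and MIR171c in rosettes (7). Next came ENODL2 and CSD1 in roots and AT3G54880 in rosettes (6 each) and AT1G47402 in roots (5: each Fe-deficient library left out, 0.0695 to 0.0866, no filter, 0.124, and eBayes robust, 0.0657). Calls gained include CSD2 in rosettes (6 settings). The difference of AT1G13609 was lost in 15 settings. Depth is unknown, so genes at low values, where a few reads decide, cannot be given a counting error.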

Other observations

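The test of shoot tissue in roots below was chosen only after the result was seen, and its limit of 5 transcripts was set after the values were seen.

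The photosystem list was lower in Fe-deficient roots, which raises the question of shoot tissue in the root samples. In control roots the list stood at a median of 0.901% of its rosette level, across separately normalised tables. Of the 100 most abundant rosette transcripts outside the list, 13 stood under 0.5 of that share: RBCS2B fell from 1825 RPKM in rosettes to 0.07 RPKM in roots, CA1 from 823 to 0.07 RPKM, and CAB2 from 2581 to 0.613 RPKM. Evenly mixed shoot tissue brings all its abundant transcripts, so these values argue against it as the whole source. Other values go the other way: the 100 stood at a median of 3.06%, above the list. The abundant transcripts other than the 13 changed in roots by a median of -0.288, against -0.0965 for the 7 of the 13 that were tested.

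More 2-fold changes in roots were rises (79.29%) than falls. After each library's trend on GC content and transcript length was removed, 78.75% were rises, and 269 of the 280 genes kept their call. This argues against GC content or transcript length bias. The balance remains a description, since the normalization fixes the median change near 0.

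A set of genes chosen by product names with iron-sulfur or ferredoxin was tested for a fall in rosettes. It leaves out members of the 6 lists, among them NEET (-5.31) and the ferredoxin FED A (-1.58), which were tested there, so it covers only the rest. The test asked for a fall of the set, as lower demand for iron-sulfur proteins could predict. The condition set beforehand, a median fall with a camera p under 0.05, was not met: the p was 0.0764 for 30 genes with a median of -0.0557. It was read first as excluding the hypothesis and then, after the p was seen, as leaving it open, because fry gave 0.00571 and camera with the estimated correlation 0.191. In roots the median was -0.0496 (camera p 0.353, fry 0.00533).

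Changed genes lay next to each other more often than chance placement along the genome gives. In rosettes there were 36 neighbouring pairs changed in the same direction, where 10000 random placements gave 3.87 on average and 12 at most. In roots there were 90, against 35 and 58. The p was 1e-04 in both, the smallest that this number of placements allows. Near-identical tandem copies sharing reads made up 1 pair in rosettes and 3 in roots, and overlapping transcripts sharing reads 2 and 5, which argues against both as the main source. Head-to-head pairs, which read-through of transcripts into the next gene cannot reach, numbered 14 in rosettes (0.924 expected) and 25 in roots (8.51 expected), which argues against read-through as the whole cause. Shared promoters and chromatin state were not tested. The order of genes comes from a reference whose build is not known to be that of the authors.

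Fe-deficient rosette replicate 2 had the highest values of its group for IRT1 (8.31 RPKM), CYP82C4 (6.57 RPKM) and GSTL1 (4.83 RPKM). The root markers, most of them near the floor in rosettes, had their highest median share of the 3 Fe-deficient rosette libraries in it. It was 1.79%, against 0.905% and 1.41%. Among control rosettes, replicate 1 stood at 2.49%, and the others at 0.821% and 0.648%.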
